# The Simultaneous Treatment of PC-3 Cells with the DNA-Demethylating Agent Decitabine and S-Adenosylmethionine Leads to Synergistic Anticancer Effects

**DOI:** 10.3390/genes15121634

**Published:** 2024-12-20

**Authors:** Thomas Schmidt, Carsten Sticht

**Keywords:** decitabine, S-adenosylmethionine, PC-3 cells

## Abstract

**Background:** Epigenetic dysregulation is a common feature of cancer. Promoter demethylation of tumor-promoting genes and global DNA hypomethylation may trigger tumor progression. Epigenetic changes are unstable; thus, research has focused on detecting remedies that target epigenetic regulators. Previous studies have suggested that concordantly targeting hypomethylation and hypermethylation is beneficial for suppressing both the oncogenic and pro-metastatic functions of cancer cells. Therefore, we aimed to investigate the effect of a combination of S-adenosylmethionine (SAM) and the demethylating agent decitabine on prostate cancer cells. **Materials and Methods:** Prostate cancer cells (PC-3) were treated with SAM, decitabine, or a combination of both. Proliferation, migration, invasion, and methylation assays were also performed. A transcriptome study was conducted to detect different gene clusters between the treatment groups, followed by analyses using the Kyoto Encyclopedia of Genes and Genomes pathway and ingenuity pathway analysis. Finally, to gain information on differential gene expression, promoter methylation studies were performed. **Results:** Groups treated with decitabine, SAM, or their combination showed reduced proliferative capacity. The decitabine-treated group showed a marginal increase in cell migration and invasion, whereas the SAM-treated and combination treatment groups showed reduced invasion and migration potential. Methylation assays demonstrated the restoration of decitabine-induced demethylation in prostate cancer samples, whereas the transcriptome study revealed the upregulation of different gene clusters between the treatment groups. Methylation studies confirmed that SAM could restore the decitabine-induced demethylation of proto-oncogenes, but it did not induce the re-methylation of tumor-suppressor genes. **Conclusions:** Combination treatment with SAM and decitabine had an additive effect and did not nullify each other.

## 1. Introduction

One of the most common epigenetic hallmarks of neoplasia is alterations in DNA methylation. These alterations result in changes in chromatin structure, potentially leading to chromosomal instability, a loss of heterozygosity [1,2], and differentially expressed genes, which are essential for the development of malignancies. They are attractive targets for cancer therapy because their methylation or demethylation is reversible [3]. Over the last few decades, research has focused on developing drugs that target changes in DNA methylation patterns. The United States Food and Drug Administration has approved two inhibitors of DNA methyltransferases as cancer therapeutics for treating hematological neoplasms: azacitidine and decitabine [3]. Both drugs are incorporated into DNA strands and may irreversibly bind to DNA methyltransferases, preventing methylation of the daughter strand during cell division [3]. In addition, the application of DNA-demethylating agents may induce viral mimicry triggered by the upregulation of the expression of endogenous retroviral sequences, leading to an immune response against tumor cells [4]. However, they have been used cautiously owing to their side effects, resistance formation, and limited success [3]. However, the development of remedies dealing with cancer-induced demethylation and hypomethylation of the genome remains difficult, mostly because of unknown mechanisms, although the loss of DNA methylation was discovered in the early 1980s [5]. However, the in vitro application of the principal methyl donor, S-adenosylmethionine (SAM), has demonstrated anti-proliferative and anti-metastatic effects in cancer cell lines [6,7]. SAM-mediated effects on histone and promoter methylation and miRNA expression in cancer cell lines have been confirmed [6,7,8]. Currently, SAM, which is classified as a nutraceutical agent in the US, is approved for the treatment of illnesses, such as osteoarthritis, fibromyalgia, and depression, with almost no side effects [9]. However, it has not yet been approved for use in cancer treatments. This may be due to poor bioavailability resulting from substantial first-pass effects and rapid hepatic metabolism [10,11]. Under physiological conditions, the half-life of SAM is 2 h [10]. Nevertheless, the impact of SAMs on enzymes involved in nucleic acid methylation has been proven [12,13]. SAM may induce both methylation and demethylation based on different effects on the enzymes involved, owing to differences in its concentration [6,7].

Generally, methylating and demethylating agents lack specificity for the promoters of tumor-suppressor genes or proto-oncogenes, respectively. However, this may have adverse consequences [14,15]. Thus, we hypothesized that the simultaneous application of DNA-demethylating agents and SAM could reverse these effects, as recently observed in breast cancer cells [14,15]. Therefore, we aimed to study the effects of the simultaneous treatment of prostate cancer cells with a combination of decitabine and SAM.

## 2. Material and Methods

### 2.1. Cell Culture and Treatment

Prostate cancer cells (PC-3) were purchased from the Leibniz Institute (Braunschweig, Germany). They were grown in an RPMI 1640 medium (supplemented with 10% fetal calf serums (FCS) and 1.2% penicillin/streptomycin (Gibco GmbH, Schwerte, Germany)) in an incubator at 37 °C. The PC-3 cells were treated with a vehicle (comprising 5 mM sulfuric acid and 10% ethanol in PBS), 200 µM of SAM (New England Biolabs, Ipswich, MA, USA), 1 µM of decitabine (Biomol, Hamburg, Germany), or a combination of both (200 µM of SAM and 1 µM of decitabine) for 24, 72, and 120 h. Under all conditions, we changed the medium every other day.

### 2.2. Proliferation Assay

We used the CellTiter 96^®^ AQ_ueous_ One Solution Cell Proliferation Assay (Promega, Walldorf, Germany) as previously described [6]. Briefly, PC-3 cells were grown in 96-well plates (2000 cells/well) and treated with 200 µM of SAM or the vehicle. We measured the cell viability after 24, 72, and 120 h (The most effective period was 120 h) of incubation. Three independent experiments were performed. Data are expressed as percentages of control [6].

### 2.3. Invasion and Migration Assay

In vitro colorimetric Millipore cell invasion/transendothelial migration assay kits (Sigma-Aldrich, Taufkirchen, Germany) were used according to the manufacturer’s instructions. PC-3 cells were pretreated with 200 μM of SAM, 1 µM of decitabine, a combination of both, or PBS for 24, 72, or 120 h. Subsequently, 50,000 cells were seeded into 8.0 µm hanging PET inserts (PTEP12H48) for the migration assay. The in vitro invasive ability of PC-3 cells was determined using the QCM ECMatrix Cell Invasion Assay Kit (ECM550) (Sigma-Aldrich, Taufkirchen, Germany). The cells were measured as described above. Cells (50,000) were plated in a medium containing 10% FCS in the inserts. The medium in the culture plates contained 20% FCS to create a gradient. For both assays, the cells were incubated for 24 h. After detachment and lysation, the cells were stained with a colorimetric dye. The intensity of the colorimetric signal was used to assess the number of invading or migrating cells. The colorimetric signal was read with a plate reader using a 560 nm filter. Invasion and migration rates were expressed as percentages relative to the controls.

### 2.4. Quantification of Global DNA Methylation

Global DNA methylation was measured using a colorimetric 5-Methyl Cytosine Assay Kit (ab117128; Abcam, Cambridge, UK) as previously described [4]. The DNA was extracted from treated and untreated PC3 cells (treated for 120 h) using the *Quick*-DNA/RNA Miniprep Kit (Zymo Research, Freiburg, Germany). After the DNA quality was checked, the quantity of the DNA was measured using a NanoDrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). An amount of 100 ng of DNA was used per reaction to assess the percentage of the methylated DNA. Absorbance was measured using a Tecan microplate reader (Infinite^®^ F50, Tecan, Switzerland) at 450 nm after incubation for 10 min.

### 2.5. RNA Sequencing (RNA-seq)

For RNA-seq of the control and treated PC-3 samples, total RNA was isolated after treatment using the RNeasy Universal Mini Kit. RNA quality was measured on a Bioanalyzer 2100 using an RNA 6000 Nano Kit (Agilent, Waldbronn, Germany). After standard library preparation, sequencing was performed using the BGISEQ-500 platform. RNA-seq datasets were deposited in the Gene Expression Omnibus under the accession numbers GSE71070 and GSE266129.

### 2.6. Bioinformatic Analysis

Using R (version 3.6.3) and Bioconductor (version 3.9) in RStudio (version 1.1.463), RNA-seq raw data were filtered. Subsequently, the quality of the clean sequencing reads was controlled by FastQC (Babraham Bioinformatics), and low-quality reads were removed using TrimGalore (version 0.6.4). The filtered reads were subjected to alignment to the human genome GRCh38.p13. The reads were counted using kallisto version 0.46.1 [16]. The voom function in the limma package (Version 3.46.0) was used to transform count data into log2-counts per million [17]. The limma package was also used to carry out a differential expression analysis. A false positive rate of α = 0.05, with false discovery rate (FDR) correction, was established as significant. Heatmaps and clustering were created using the ggplot2 package (version 2.2.1)/complex heatmap package (version 2.0.0). Enrichment analysis was performed using the fgsea, enrichment browser, and Enrichr packages (Version 3.2). Pathway analysis was performed using the fgsea package (Version 3.2) [18] and the enrichment browser package (Version 3.2) [19] in R, using pathway information from the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (https://www.genome.jp/kegg/pathway.html (accessed on 15 April 2024)).

### 2.7. Ingenuity Pathway Analysis (IPA) of Upstream Regulators

We used the commercial QIAGEN IPA (QIAGEN, Hilden, Germany; www.qiagen.com/ingenuity, accessed on 31 October 2024) software to perform an in silico analysis of the upstream regulators and top diseases in which the differentially expressed genes of the obtained datasets were involved. The Bonferroni method was used to correct the detection *p*-value, and the significance threshold was set at 0.05.

### 2.8. Promoter Methylation Analysis of Putative Proto-Oncogenes and Tumor-Suppressor Genes

To quantify DNA methylation in the promoters, we used the OneStep PLUS qMethyl PCR Kit (Zymo Research, Freiburg, Germany), according to the manufacturer’s instructions. Each analyzed sample contained 20 ng of genomic DNA in 5 µL of RNase/DNase-free water. We set up a test reaction and reference reaction mixtures for each sample and each standard (human methylated and unmethylated DNA), each of which was analyzed in parallel with both the test and reference reaction mixtures. The test reaction mixture contained methyl-specific restriction enzymes (MSREs) that selectively digested unmethylated DNA while leaving the methylated DNA intact. Subsequently, only the methylated DNA was amplified in the test reaction. The reference reaction mixture did not contain MSREs; therefore, both methylated and unmethylated DNA were amplified. To measure CpG methylation in promoter regions of *IFIT5* (Interferon induced protein with tetratricopeptide repeats 5) *STC2* (Stanniocalcin 2), and *TP63* (tumor protein p63), putative promoter sequences and CpG islands upstream of the transcription start sites were predicted using the free accessible websites “DataBase of CpG Islands and Analytical Tools” (http://dbcat.cgm.ntu.edu.tw/ (accessed on 15 November 2024)) and Methprimer 2.0 (http://www.urogene.org/methprimer2/ (accessed on 15 Novemver 2024)). The sequences (Supplementary Figure S1) contained at least three MSRE sites for accurate methylation assessment. Primer3 software (https://primer3.ut.ee (accessed on 16 November 2024)) was used to design primers listed in Table 1. 

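The primer sequences of Table 1 were searched in the human genome assembly GRCh38, in both orientations and without mismatches. For STC2, the forward primer CCGACTCAGGAGAGCTC and the reverse primer CCCAGCCGTGTCACATG matched on chromosome 5 and bounded a region from 173329909 to 173330096. This region of 188 bases held 18 CpG sites, and its middle lay 1588 bases upstream of the transcription start at 173328414 of STC2-201. The forward primer also matched on chromosome 11 at 107070564. For IFIT5, the primers GAAGCAGGGACTTAAGTTTC and GCTCTTGAGCTCTTCTATTAA bounded a region on chromosome 10 from 89414247 to 89414521. This region of 275 bases held 14 CpG sites, and its middle lay 184 bases upstream of the transcription start at 89414568. In each of these pairs, both primers as printed matched the same strand. For TP63, the primer ACAACAGTAGAGAGGATGCC matched on chromosome 3 from 189631250 to 189631269, with its middle 130 bases upstream of the transcription start at 189631389 of TP63-201. The primer CTCAAACTTACACTGTATTGA had no match without mismatches in the genome, and its closest place within 1000 bases of the first primer had 7 mismatches. Transcription starts were taken from GENCODE release 44, and no sample of the methylation assay was analysed here.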

The accuracy of the sequences and primers was verified using the NCBI BLASTN tool. qMethyl PCR was performed using a LightCycler 480 (Roche, Basel, Switzerland). The conditions were as follows: 30 °C for 12 h (digestion), 95 °C for 8 min, 97 °C for 2 min, and 40 cycles of 97 °C for 20 s and 58 °C for 1 min. The following equation was used to calculate the percentage of DNA methylation at the selected genomic region: Percent Methylation = 100 × 2^−ΔCt^ (ΔCt = the Ct value from the test reaction minus the Ct values from the reference reaction).

## 3. Results

### 3.1. The Combination of SAM and Decitabine Synergizes the Suppression of Growth, Migration, and Invasion in PC-3 Cells

To assess the combined effect of SAM and decitabine on prostate cancer cells, PC-3 cells were treated with 200 µM of SAM, 1 µM of decitabine, or a combination of both. They compared the proliferation, migration, and invasion potential of the treated cells to the untreated controls. Decreased proliferation rates were detected in treated PC-3 cells in a time-dependent manner. After 24 h, no significant differences were observed between the groups (Figure 1A). After 72 h, the SAM- and decitabine-treated groups showed a decrease in proliferation of approximately 65% and 55% of the levels detected in the controls (Figure 1A). The combination of both treatments reduced 35% of the levels found in the control samples. After 120 h, the maximum decrease in proliferation was observed, with a reduction in the SAM- and decitabine-treated groups to 62% and 54% of the controls and, regarding the combination of both, to 22% of the controls (Figure 1A). Decitabine treatment increases the migration and invasion potential of cancer cells; therefore, to assess whether combination treatment with decitabine and SAM could restore this effect, we performed invasion and migration assays using SAM and decitabine-treated PC-3 cells. After 24 h, no significant differences were detected between the groups and their respective controls (Figure 1B,C). After 72 h, SAM and decitabine/SAM-treated groups showed a slightly significant reduction in migration (89/91% of controls) and invasion potential (87/90% of controls) (Figure 1B,C). The decitabine-treated group showed a moderate increase in migration (102% of controls) and invasion (101% of controls). After 120 h, all three treatment groups exhibited similar, even more pronounced effects. The migration and invasion of the SAM and decitabine/SAM groups showed a significant decrease when compared with those of their respective controls (SAM: migratio*n* = 68% of the control, invasion = 62% of the control; SAM/decitabine: migration = 73% of the control, invasion = 66% of the control). The decitabine group displayed moderate increases in migration (103% of the control) and invasion (105% of the control) (Figure 1B,C).

### 3.2. Treatment with SAM Prevents Global Hypomethylation Induced by Decitabine

To test whether treatment with SAM leads to the decitabine-induced inhibition of demethylation of the cancer genome, we investigated the DNA of treated PC-3 cells and controls using a colorimetric 5-Methyl Cytosine Assay Kit. SAM alone did not further increase the global state of methylation of PC-3 cells (Figure 1D); however, decitabine treatment caused significant global demethylation of the cancer genome (Figure 1D). Nevertheless, SAM treatment in combination with decitabine treatment resulted in the significant inhibition of global demethylation triggered by decitabine alone (Figure 1D).

### 3.3. The Combination Treatment of SAM and Decitabine Affects the Transcriptome of PC-3 Cells

We performed a transcriptome study to evaluate differentially expressed genes mediated by the distinct treatments of samples (*n* = 3) compared with controls. 

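PC-3 is an established human prostate cancer cell line. Decitabine is a cytidine analog that inhibits DNA methyltransferases, and SAM is the methyl donor of these enzymes. The RNA-seq data analysed here came from 3 control libraries, 3 libraries of cells treated with 1 µM of decitabine and 3 libraries of cells that received 1 µM of decitabine and 200 µM of SAM. The doses are those the paper gives for its cell treatments. The time of 5 days was taken from the extraction protocol in the sample labels. That protocol names it with genomic DNA before it turns to RNA libraries, and the paper's RNA-seq paragraph names no time. Libraries of cells treated with SAM alone were not analysed here. The authors removed low-quality reads, counted the rest with kallisto and deposited estimated counts per Ensembl gene without normalization. Controls had between 22356574 and 22489684 counts per library (median 22472743). Decitabine-treated samples had between 21934307 and 22441831 counts (median 22390805), and samples of the combination treatment had between 21954901 and 22264244 (median 21978725).
The estimated counts were rounded to whole numbers, and genes with few counts were removed with the filterByExpr function of edgeR. Of the 60617 genes in the files, 18532 were tested. Libraries were scaled with the TMM method, whose factors were 0.895 to 0.902 in the controls, 1.058 to 1.078 with decitabine and 1.033 to 1.070 with the combination treatment. With scaling by library size alone, the median log2 fold change of all genes tested moved from 0.035 to 0.28 with decitabine and from 0.048 to 0.27 with the combination treatment. All 9 libraries were fitted together without a term for the replicate number. Groups were compared with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p-value under 0.05 were taken as DEGs, without a threshold on the fold change. Expression of single genes is given as TMM-scaled CPM with the SD of 3 libraries. Gene positions are those of GENCODE release 44 on GRCh38. A gene without counts in a group was set to 3 counts for a lower bound of its change, and such bounds and all 95% intervals cover counting error only.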

Our data revealed significant changes in gene expression in the groups treated with single agents (decitabine and SAM), in contrast to that with the combination treatment. Single-agent treatment with decitabine caused significant alterations in the expression of 1679 genes (211 downregulated and 1468 upregulated). In contrast, single-agent treatment with SAM caused changes in the expression of 605 genes (342 downregulated and 263 upregulated) (Figure 2A,B). 

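Decitabine against control gave 12759 DEGs in edgeR's quasi-likelihood test, of which 6729 were upregulated and 6030 downregulated. The threshold on the fold change moved these numbers most. Among genes that changed by more than 1.5 on the log2 scale, 3292 were upregulated and 315 downregulated. With scaling by library size alone, the upregulated share of the DEGs rose from 52.7% to 70.3%. Across the 9 fits that each left out 1 library, between 6399 and 6960 genes were upregulated and between 5557 and 6200 downregulated.
The 5 largest increases, among genes with a mean of at least 50 counts in a group and no overlap between the groups, were in DAZL, TEX13C, RBMXL3, PNMA5 and MAGEB2. DAZL (chromosome 3, 16586792 to 16670306) had no counts in the controls and 209 ± 50.4 CPM (SD, n = 3) with decitabine, an increase of at least 4210-fold. TEX13C on chromosome X also had no counts in the controls and rose at least 1340-fold. PNMA5 had 1 count in the controls, and its ratio of 10000 had a 95% interval of 1800 to 396000. Under the same limits, the largest decrease was in the long non-coding RNA LINC01721 on chromosome 20, with a log2 fold change of -3.95 (standard error 0.40, adjusted p = 7.8e-07 from edgeR's quasi-likelihood test). MANCR, another long non-coding RNA, followed with -3.75, then HTR1E, MSMP and SSTR5-AS1.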

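With the combination treatment of decitabine and SAM, 6647 genes were upregulated and 5799 downregulated against the controls. Of these DEGs, 883 upregulated and 866 downregulated genes were not called in the same direction with decitabine. The group treated with SAM alone was not part of this comparison. Without a filter on low counts, the number of such upregulated genes was 1325. A gene past the threshold in one comparison and not in the other is not shown to differ between the treatments, so the combination treatment was also tested against decitabine. Of the 1749 genes, 678 were called in that comparison in the same direction. With 1 library left out, the set itself was formed anew. Without combination replicate 2, 237 of 1375 such genes were also called between the treatments, and without decitabine replicate 2, 290 of 2095. The numbers were 330 of 1443 without combination replicate 1 and 425 of 1946 without decitabine replicate 1. They were higher without combination replicate 3 (917 of 1774) and without decitabine replicate 3 (819 of 2357).
The combination treatment against decitabine gave 1421 upregulated and 1487 downregulated genes. Without combination replicate 2, 381 genes were upregulated and 480 downregulated, and without combination replicate 3, 2066 and 1997. The numbers were 408 and 596 without decitabine replicate 2, 591 and 773 without combination replicate 1, and 846 and 937 without decitabine replicate 1.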

By creating Venn diagrams for the upregulated and downregulated genes, we detected 863 genes (113 downregulated and 750 upregulated) that were significantly affected exclusively by the combination treatment with decitabine and SAM but not by single treatment with decitabine or SAM (Figure 2B). Among these genes, *ANXA2R* (Annexin A2 Receptor), *RBM3* (RNA-binding Protein 3), and *SUCLG2* (Succinyl-CoA ligase [GDP-forming] subunit β), which may act as cancer drivers, were downregulated. In contrast, we detected *ST3GAL5* (Lactosylceramide α-2,3-sialyltransferase), *ITGA7* (Integrin α 7), and *RPRM* (TP53-dependent G2 arrest mediator homolog), which may act as tumor-suppressors (Supplementary Tables S1–S6). 

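ANXA2R (ENSG00000177721, chromosome 5, 43039233 to 43043170) had 10.2 ± 0.437 CPM (SD, n = 3) in the controls, 5.47 ± 0.520 with decitabine and 3.22 ± 0.262 with the combination treatment. Its log2 fold change with the combination treatment was -1.66 (standard error 0.14, adjusted p = 1.2e-07 from edgeR's quasi-likelihood test). With decitabine it was -0.90 (standard error 0.13, adjusted p = 2.8e-05). The combination treatment against decitabine gave -0.76 (adjusted p = 0.004), and the call held in all 9 fits that each left out 1 library.
RBM3 (ENSG00000102317, chromosome X, 48574449 to 48581162) fell from 647 ± 59.4 CPM in the controls to 316 ± 70.2 with decitabine and 221 ± 14.3 with the combination treatment. The log2 fold changes were -1.03 with decitabine (adjusted p = 3e-05) and -1.55 with the combination treatment (adjusted p = 1.2e-06). The difference of -0.51 between the treatments had an adjusted p of 0.026. It was not called when any 1 of the 3 combination libraries, decitabine replicate 1 or decitabine replicate 2 was left out, and it ranged from -0.65 to -0.33 over the 9 fits. SUCLG2 (ENSG00000172340, chromosome 3, 67360460 to 67654612) fell from 38.8 ± 3.26 CPM to 15.3 ± 0.862 with decitabine and 11.3 ± 1.56 with the combination treatment, log2 fold changes of -1.34 and -1.79. Its difference between the treatments was -0.45 (adjusted p = 0.017) and was not called without combination replicate 2 or without decitabine replicate 1, with a range of -0.54 to -0.34 over the 9 fits.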

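ST3GAL5 (ENSG00000115525, chromosome 2, 85837120 to 85905199) rose from 2.56 ± 0.729 CPM (SD, n = 3) in the controls to 11.0 ± 0.879 with decitabine and 14.6 ± 1.58 with the combination treatment. The log2 fold changes were 2.09 (standard error 0.17) and 2.51 (standard error 0.17). The treatments differed by 0.42 (adjusted p = 0.066 from edgeR's quasi-likelihood test). This difference was called without a filter (adjusted p = 0.023), with only the 6 libraries compared (0.046), with the replicate number as a block (0.039), with voom and limma (0.042) and without control replicate 3. ITGA7 (ENSG00000135424, chromosome 12, 55684568 to 55716404) rose from 1.67 ± 0.245 CPM to 17.1 ± 2.88 with decitabine and 20.1 ± 2.77 with the combination treatment, log2 fold changes of 3.35 and 3.58. The difference of 0.23 between the treatments had an adjusted p of 0.27.
RPRM (ENSG00000177519, chromosome 2, 153477338 to 153478762) had 1.74 ± 0.321 CPM in the controls, 4.23 ± 1.99 with decitabine and 7.28 ± 0.659 with the combination treatment. The log2 fold change was 1.28 with decitabine (adjusted p = 0.0015, and 0.82 without decitabine replicate 3) and 2.06 with the combination treatment (adjusted p = 2.4e-05). The difference of 0.78 between the treatments had an adjusted p of 0.051. It was called with DESeq2 (0.037), without a filter (0.00045), with the replicate number as a block (0.037), with voom and limma (0.026) and without decitabine replicate 3, where it was 1.24.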

To gain more insight into the biological functions of the different treatment regimens, we performed GO-term enrichment and KEGG pathway analyses between differentially expressed genes in PC-3 cells treated with SAM, decitabine, or a combination of both (Figure 3; Supplementary Tables S1–S6). 

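Table S6 lists 52 genes under integrin binding, chosen by the study from the same libraries, so their tally is not independent evidence. All 52 genes had a higher fitted value with the combination treatment than in the controls, and 50 were upregulated in edgeR's quasi-likelihood test over all genes and when adjusted over the list alone. The other 2 were COL3A1 and CD177. With decitabine, 49 were upregulated. The groups did not overlap for 50 of the genes with the combination treatment. Chance gives 10% for 3 libraries against 3, but not for genes chosen as upregulated in these libraries. The median log2 fold change was 2.09 with the combination treatment and 2.57 with decitabine, and it did not change when the 4 genes without counts in the controls were set to their lower bound. THY1 had the largest change with the combination treatment, a log2 fold change of 9.99. Between the treatments, 9 of these genes were lower with the combination treatment, and ICAM3 and ITGB5 were higher. These genes outside THY1 were chosen after their values were seen.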

In cells treated with the combination therapy, we detected the enrichment of upregulated genes involved in pathways (KEGG), e.g., “ECM–receptor interaction” and “cell adhesion molecules”; biological processes (BPs), e.g., “cell junction assembly” and “extracellular matrix organization”; and molecular functions (MFs), e.g., “integrin binding”. These are all crucial processes for the integrity of epithelia and the extracellular matrix. 

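Table S5 lists 7 genes under regulation of response to endoplasmic reticulum stress, among them HSPA5, DDIT3, HERPUD1 and NUPR1. All 7 were downregulated with the combination treatment and with decitabine, with a median log2 fold change of -1.90 and -1.63. None was called between the treatments, where 2 had an unadjusted p-value under 0.05. All 7 were lower with the combination treatment than with decitabine, by a median of -0.28. For 5 of them the groups did not overlap. The study chose these genes as downregulated in the combination libraries, which favors lower values there. The 10% that chance gives for unchosen genes therefore does not apply. The 8 genes listed under carbon metabolism were all downregulated as well, with a median of -1.63 with the combination treatment and -1.43 with decitabine. PHGDH changed most, by -2.12, and TKFC least, by -1.5. H6PD, PFKL and SUCLG2 were lower with the combination treatment than with decitabine. The study chose both lists from these libraries.
A list of 20 genes of the unfolded protein response and a list of 40 genes of the amino acid response, of which 39 were tested, were fixed before the data were examined. The study's tables hold 3 of the first and 16 of the second. They were tested with camera at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over 20 tests of lists. With the combination treatment, the unfolded protein response had a median log2 fold change of -0.74 (adjusted p = 0.00051). Over all genes tested and adjusted over the list alone, 18 of its genes were downregulated. The amino acid response had a median of -1.0 (adjusted p = 6.6e-09), with 30 genes downregulated and 5 upregulated, and 35 called when adjusted over the list alone. The 5 upregulated genes were ATF3, ATF5, CTH, ALDH1L2 and GDF15. With decitabine the medians were -0.76 and -0.88. Between the treatments, the unfolded protein response was not called (median -0.06, adjusted p = 0.71), with 0 genes called and 0 at an unadjusted p-value under 0.05. Of its 20 genes, 13 were lower and 7 higher with the combination treatment than with decitabine. For 10 of the 20 the groups did not overlap, where chance gives 10% on average. Genes that vary together also separate together, so these are not independent results. The amino acid response differed by -0.13 (adjusted p = 0.014), with CHAC1 and STC2 called over all genes and 2 when adjusted over the list alone. That list was not called under fry (adjusted p = 0.26), without decitabine replicate 3 (0.078) or without combination replicate 1 (0.059).
Every list called with camera against the controls was also called under fry, a rotation test. When camera estimated the correlation between genes, only the germline list against the controls was called (adjusted p = 0.014 with each treatment).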

Downregulated genes were enriched in processes involved, for example, in the “regulation of response to endoplasmic reticulum stress” (BP) and the general regulation of “carbon metabolism” (KEGG).

### 3.4. IPA Identifies Three Prime Repair Exonuclease (TREX)1, Stimulators of Interferon Genes (STING)1, and TP63 as Upstream Regulators in PC-3 Cells Treated with Combination Therapy (SAM/Decitabine)

To detect potential upstream regulators mediating the differential expression of genes in the obtained datasets, we performed IPA. IPA can identify any gene or chemical that has a proven effect on the expression of gene clusters. In each of the three groups (SAM, decitabine, and SAM/decitabine), we examined the most significant upstream regulators that were either activated (*n* = 6) or inhibited (*n* = 3) (Figure 4A, Supplementary Table S7). For the combination treatment (SAM/decitabine) (Figure 4A, Supplementary Table S7), we found clusters of enriched differentially expressed genes (DEGs) that may be regulated by activated *TNF* (Tumor necrosis factor), *TP63*, and *STING1* or inhibited *TREX1* (Figure 4A, Supplementary Table S7). 

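TNF (ENSG00000232810, chromosome 6, 31575565 to 31578336) had too few counts to be tested. It had 0 counts in the controls, 3, 13 and 10 counts in the 3 decitabine libraries, and 0, 4 and 8 counts in the 3 libraries of the combination treatment.
STING1 (ENSG00000184584, chromosome 5, 139475533 to 139482935) had 25.3 ± 3.30 CPM (SD, n = 3) in the controls, 28.6 ± 2.00 with decitabine and 17.6 ± 3.09 with the combination treatment. Its log2 fold change with the combination treatment was -0.52 (standard error 0.13, adjusted p = 0.002 from edgeR's quasi-likelihood test) and was not called with scaling by library size alone (-0.30, adjusted p = 0.06). With decitabine it was 0.18 (adjusted p = 0.21), called with scaling by library size alone (0.43, adjusted p = 0.0098). The treatments differed by -0.70 (adjusted p = 0.003). TREX1 (ENSG00000213689, chromosome 3, 48465811 to 48467645) had 7.97 ± 0.869 CPM in the controls, 18.7 ± 1.30 with decitabine and 9.67 ± 1.37 with the combination treatment. Its change of 0.28 with the combination treatment was not called (adjusted p = 0.073), except with scaling by library size alone (0.50, adjusted p = 0.0043) and without combination replicate 2 (0.39). With decitabine it rose by 1.23 (adjusted p = 1e-06), and the combination treatment against decitabine gave -0.95 (adjusted p = 0.0006). The paper predicts the activity of TNF, STING1 and TREX1 from their target genes. The values here are transcript levels of the regulators themselves, which do not test that activity.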

*STING1* and *TREX1* have been previously described in conjunction with upregulated interferon signaling and the promotion of antitumor immunity in cancer cells. 

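Table S7 lists 32 target genes of TREX1 and 35 of STING1, of which 34 were tested. The study chose them from the combination libraries, so their values against the controls are not independent evidence. All 32 targets of TREX1 were upregulated with the combination treatment, with a median log2 fold change of 2.37. With decitabine 31 were upregulated, with a median of 4.34, and IL33 was the exception. GBP5 had the largest change with the combination treatment, 5.50, and IL12A the smallest, 1.63. Of the targets of STING1, 31 were upregulated with each treatment, and DDIT3, HSPA5 and MGMT were downregulated. Their median was 2.58 with the combination treatment and 4.07 with decitabine.
Tested with camera between the treatments, the targets of TREX1 were lower with the combination treatment by a median of -1.84 (adjusted p = 7.5e-12). In edgeR's quasi-likelihood test, 16 were lower and 2, IL33 and PLA2G4A, were higher, and 26 were called when adjusted over the list alone. The targets of STING1 differed by a median of -1.08 (adjusted p = 2.2e-08), with 12 lower and 0 higher, and 21 called when adjusted over the list alone. Both lists were called under fry (adjusted p = 0.0081 each) and not with an estimated correlation (0.37 each). The median of the TREX1 targets was -2.59 at its lowest and -1.58 at its highest over the 9 fits that each left out 1 library, and that of the STING1 targets -1.39 and -0.92. The paper's log2 values in Table S7 for 115 genes had the same sign as the values here in all 115, with a Pearson correlation of 0.971 across genes, which are not independent replicates.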

Differentially expressed downstream target genes of the two factors are shown in Figure 4B (Supplementary Table S7). 

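IRF3 (ENSG00000126456, chromosome 19, 49659569 to 49665875) had 99.9 ± 3.28 CPM (SD, n = 3) in the controls, 154 ± 4.63 with decitabine and 154 ± 3.33 with the combination treatment. Both treatments raised it by 0.63 on the log2 scale (standard error 0.06). Transcript levels do not measure the activity of the factor.
STAT2 on chromosome 12 rose by 2.16 with decitabine (adjusted p = 0.00048 from edgeR's quasi-likelihood test). Its change of 0.64 with the combination treatment was not called (adjusted p = 0.09), but was called with scaling by library size alone (0.87, adjusted p = 0.038), with voom and limma (0.57, adjusted p = 0.04) and without combination replicate 1 (0.82). Without combination replicate 3 it was 0.22. The treatments differed by -1.51 (adjusted p = 0.017), and the call was lost when combination replicate 1 or 2 or decitabine replicate 1 or 2 was left out, with a range of -1.94 to -1.33 over the 9 fits.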

The IPA mechanistic network analysis tool for *STING1* predicted interconnections with *IRF3* (Interferon regulating factor 3), which is essential for the transcriptional activation of interferons, and *STAT1*, which is involved in the upregulation of interferon-stimulated genes (Figure 4C). Additionally, activated *STING1* was predicted to affect the activity of *NFKB1* (nuclear factor kappa B subunit 1) (Figure 4C), which may mediate early immune responses, such as inflammation. 

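NFKB1 (ENSG00000109320, chromosome 4, 102501330 to 102617302) had 37.3 ± 2.04 CPM (SD, n = 3) in the controls, 35.1 ± 2.05 with decitabine and 33.1 ± 0.411 with the combination treatment. In edgeR's quasi-likelihood test, its log2 fold change was -0.09 with decitabine (adjusted p = 0.34) and -0.17 with the combination treatment (adjusted p = 0.06). The second was called without control replicate 2 (-0.22). The treatments differed by -0.09 (adjusted p = 0.47). The paper's prediction is about the activity of NFKB1, which its transcript level does not measure.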

Overall, these data point to the activation of the innate immune system as a reaction to combination treatment with SAM/decitabine. 

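A list of 46 interferon-stimulated genes was fixed before the data were examined, and 45 were tested. The study's tables hold 44 of the 46. With decitabine, all 45 were upregulated, over all genes tested and adjusted over the list alone, with a median log2 fold change of 3.65 and camera's adjusted p of 2.5e-12. With the combination treatment, 35 were upregulated in edgeR's quasi-likelihood test and 36 when adjusted over the list alone, with a median of 1.86 (camera, adjusted p = 0.002), which was 1.19 without combination replicate 3. IFIT5 and ISG20 were lower than in the controls, and neither was called. EPSTI1 had the largest increase with both treatments, 6.86 with decitabine and 4.55 with the combination treatment.
Between the treatments, all 45 genes were lower with the combination treatment, by a median of -1.94 (camera, adjusted p = 3.3e-42, with 0.0016 under fry and 0.18 with an estimated correlation). Of these, 39 were called over all genes and 45 adjusted over the list alone. For all 45 the groups did not overlap, where chance gives 10% on average. Genes that vary together also separate together, so the 45 are not independent results. ZBP1 fell most, by 3.11 on the log2 scale, and IFITM2 least, by 0.51. The call of ZBP1 was lost with DESeq2 (adjusted p = 0.074), without combination replicate 2 (-2.69, 0.072) and without decitabine replicate 2 (-3.09, 0.063), and without combination replicate 3 its change was -5.68. The 3 combination libraries differed in this list, with medians over the control mean of 0.98, 1.28 and 2.44, against 3.52 to 3.69 with decitabine. Without combination replicate 3, the median between the treatments was -2.62. From the predicted activation of STING1 and inhibition of TREX1, the paper proposes that the combination treatment activates the innate immune system.

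**Figure D1:**
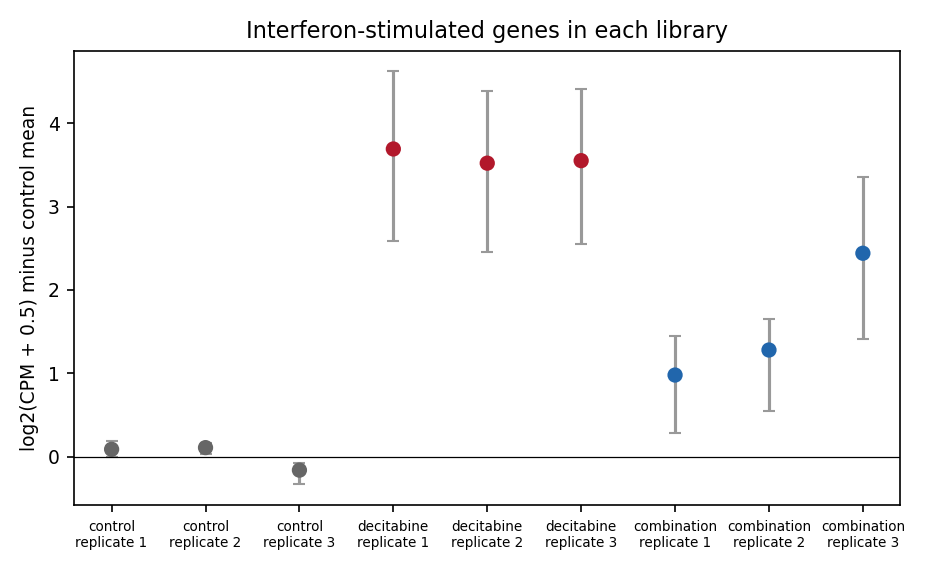
Each point is the median over 45 interferon-stimulated genes in 1 library of the log2 CPM, after adding 0.5, minus the mean of the 3 controls, and bars span the quartiles of the genes. The decitabine libraries have medians of 3.52 to 3.69 and the combination libraries of 0.98 to 2.44.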

Finally, predictions related to the differential expression patterns placed cancer and organismal injury and abnormalities among the top three diseases and disorders (Figure 4D).

### 3.5. SAM Inhibits the Decitabine-Driven Hypomethylation in Proto-Oncogenes But Does Not Inhibit the Hypomethylation in Tumor-Suppressor Genes

To test whether the actions of SAM involve inhibiting the decitabine-induced promoter hypomethylation of proto-oncogenes, we investigated DNA methylation upstream of two genes known to promote carcinogenesis. *IFIT5* induces epithelial–mesenchymal transition (EMT) in prostate cancer cells. Untreated PC-3 cells showed a methylation level of 36% in the examined DNA sequences. SAM treatment increased the methylation levels (70%), whereas treatment with decitabine alone resulted in a reduction (30%) (Figure 5A). The combination treatment almost restored the SAM-induced hypermethylation of the examined DNA sequences (67%). The analysis of sequences in the 5ʹ upstream region of *STC2*, a gene known to promote prostate cancer proliferation, revealed that the combination treatment induced at least a slight increase in DNA methylation (40%) compared with the controls (35%) (Figure 5A). To test if decitabine, in turn, could re-establish the promoter hypomethylation of tumor-suppressor genes, we investigated the 5ʹ upstream region of *TP63*, which may be essential for the integrity of the prostate basal epithelium. Untreated PC-3 cells displayed a methylation level of 73%, which increased to almost 90% in SAM-treated PC-3 cells (Figure 5B). Treatment with decitabine alone decreased methylation levels to 37% (Figure 5B). The combination treatment showed no significant increase in methylation levels (40%) compared to decitabine treatment alone. This indicated that the promoter sequence of *TP63* remained at a low methylation level, even upon the addition of SAM (Figure 5B).

## 4. Discussion

In this study, we examined the effects of a combination treatment consisting of SAM (a methylating agent) and decitabine (a demethylating agent) on prostate cancer cells. Demethylating agents, such as decitabine, have the potential to reduce the proliferation of hematological and solid malignancies in vitro and in vivo [20]. However, whether a single application of demethylating agents could promote metastasis via the promoter demethylation of proto-oncogenes remains unclear [14,15]. Several studies have suggested that combination treatment with SAM, known to decrease the migration and invasion potential of cancer cell lines [14,15], could restore the promoter methylation of proto-oncogenes. Therefore, the effects of these two drugs can be combined. SAM may reverse the demethylating effect of decitabine on the promoters of tumor-suppressor genes, thus eliminating the anti-carcinogenic effects [14]. In this study, we detected decreased proliferation and diminished invasion and migration potential in prostate cancer cells treated with combination therapy. In contrast, a single treatment with decitabine caused the downregulation of proliferation but a marginal increase in migration and invasion potential. These results support the hypothesis that both agents have synergistic effects on the proliferation, migration, and invasion of prostate cancer cells. To corroborate these assumptions and confirm that SAM may inhibit decitabine-driven metastasis, we performed a global DNA methylation assay, which revealed the inhibition of decitabine-induced DNA demethylation upon SAM treatment. To examine the molecular mechanisms underlying the improved anti-carcinogenic effects, we performed transcriptome analyses on prostate cancer cells (PC-3) following treatment with decitabine, SAM, or a combination of both. Different gene clusters were identified in the treatment groups. A total of eight downregulated and 24 upregulated genes were commonly expressed in all three groups. 

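The log2 fold changes with decitabine and with the combination treatment were correlated over the 18532 genes tested, with a Pearson correlation of 0.972 and a Spearman correlation of 0.927. This is a correlation across genes, which are not independent replicates, and both comparisons share the 3 control libraries. Simulations in which neither treatment changed a gene, with shared controls, gave a mean Pearson correlation of 0.529, from 0.422 to 0.581 in 20 simulations. Of the genes tested, 88.5% changed in the same direction, against a mean of 67.2% in the simulations. In edgeR's quasi-likelihood test, 10697 genes were DEGs in the same direction with both treatments, 83.8% of the DEGs with decitabine, and 44 were DEGs in opposite directions. The simulations gave at most 1 gene called in both. In the copy of Table S6 used here, the entry for extracellular matrix organization shows its first 63 genes and that for cell junction assembly its first 65, both chosen by the study from these libraries. All 63 were upregulated with both treatments, and of the 65, all with the combination treatment and 63 with decitabine. With genes that had no counts in the controls set to their lower bound, the median log2 fold changes of the 63 genes were 4.05 with decitabine and 3.84 with the combination treatment, against fitted medians of 4.20 and 4.11. Those of the 65 were 3.49 and 3.30, against fitted medians of 3.56 and 3.35.

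**Figure D2:**
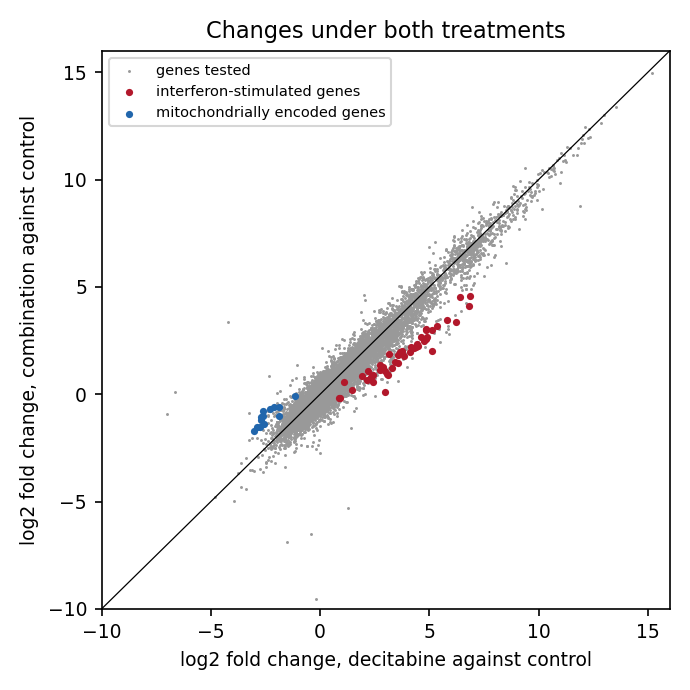
Each point is a gene, with its log2 fold change against the controls with decitabine on the x axis and with the combination treatment on the y axis, and the line marks equal changes. The interferon-stimulated genes lie below the line and the 13 mitochondrially encoded genes above it.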

In general, we found more similarities in gene expression between the combination treatment and decitabine treatment and GO-term enrichment/KEGG pathway analysis, reflecting the upregulation of extracellular matrix organization and cell–cell contacts. However, 863 DEGs (113 downregulated and 750 upregulated) were exclusively detected in the combination treatment group. Among these genes, we found examples of proto-oncogenes that were downregulated, such as succinate-CoA ligase GDP-forming β subunit (*SUCLG2*), which is known to drive neuroendocrine differentiation of prostate cancer after androgen deprivation therapy [21]. However, many upregulated tumor-suppressor genes have been discovered, for example, integrin alpha7 (*ITGA7*), which is known to induce apoptosis in prostate cancer cells in vitro and in vivo [22] by interacting with the high-temperature requirement A2 (*HtrA2*), which mediates cell death in cancer cells [22]. Overall, the combination treatment represents not only a summation of both single treatments but also creates transcriptomic signatures.

These results prompted us to investigate the molecular differences between the datasets obtained using RNA-seq. We performed a QIAGEN IPA. IPA provides a web-based analytical tool for omics data, making it easy to identify the most significant signaling or metabolic pathways, molecular networks, and biological functions in a list of genes. Focusing on transcription regulators that mediate the differential expression of gene clusters discovered by RNA-seq, *TREX1* was identified as an upstream regulator and predicted to be inhibited. *TREX1* represents a 3–5′ DNA exonuclease, acting as a DNA-degrading enzyme. This enzyme clears cytosolic DNA [23,24] and usually activates pattern recognition receptors (PRRs). PRRs, which are considered a part of the innate immune system, are known to detect nucleic acids within cytosolic and endosomal compartments [23,24]. Subsequently, PRR binding to nucleic acids initiates signaling cascades, releasing inflammatory molecules, such as type I interferons [23,24]. This boosts the recruitment of immune cells that can detect and counteract cancer cells. As PRRs do not sufficiently differentiate between exogenous and endogenous nucleic acids, *TREX1* deficiency may trigger chronic inflammatory and autoimmune diseases [23,24]. Various conditions, apart from infectious (viral) diseases, lead to increased levels of cytosolic single- and/or double-stranded DNA. In cancer cells, the most important mechanism is the formation of micronuclei due to the failure of chromosome segregation during mitosis [25]. The downregulation of *TREX1* may activate cyclic GMP-AMP synthase (cGAS)/STING-dependent nucleic acid sensing [26]. cGAS represents one of the above-mentioned PRRs. Its contact with nucleic acids initiates the synthesis of cyclic GMP-AMP, which subsequently binds to *STING*. *STING* is usually downregulated in cancer cells; however, it was predicted to function as an activated upstream regulator in our study. Under normal conditions, it leads to the phosphorylation/activation of transcription factors, such as IRF3 and NF-κB, promoting the transcription of interferon genes or even initiating apoptosis [27]. Overall, identifying inhibited *TREX1* and activated *STING* as upstream regulators in our datasets suggests a molecular network. If functional, they can prevent cancer cells from escaping immune cell detection and trigger programmed cell death [27] upon combination therapy. IPA core analysis further identified *TP63* as an upstream regulator. *TP63* encodes p63, which shares structural similarity with p53. p63, in turn, is known to activate several p53 target genes, mediating anti-proliferative effects and thus acting as a tumor-suppressor in some cancers [28]. *TP63* is essential for basal epithelial cell development in prostate p63-positive basal cells, including prostate epithelial stem cells, which are required for proper prostate development [28]. Luminal epithelial cells (secretory active cells) do not express p63, and it was assumed that differentiation into secretory active cells depends on the downregulation of p63 [28]. Consequently, prostate adenocarcinoma cells mostly lack p63 [29]. p63 has two promoters and encodes two different proteins: those containing (TAp63) and lacking (ΔNp63) [29], an N-terminal transactivating domain homologous to that present in p53 [29]. In the prostate cancer cell line, we used PC-3, where only a low expression of both p63 isoforms was found to be optimal [29]. The upregulation of both isoforms leads to the overexpression of *miR-205*, which is essential for EMT inhibition [29]. 

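TP63 (ENSG00000073282, chromosome 3, 189631389 to 189897276) had 2 counts in the 3 control libraries together, 419 counts in the decitabine libraries and 511 in the libraries of the combination treatment. Scaled by TMM, this gave 0.0331 ± 0.0287 CPM (SD, n = 3) in the controls, 5.90 ± 0.631 with decitabine and 7.40 ± 1.46 with the combination treatment. The ratio to the controls was 178 with decitabine (95% interval 49.0 to 1480) and 223 with the combination treatment (61.4 to 1850). In edgeR's quasi-likelihood test, the adjusted p-values of these changes were 2e-09 and 1e-09. The fitted log2 fold changes, which depend on the prior count, were 7.25 and 7.58, and the paper's value for the combination treatment in Table S7 is 7.088. The treatments differed by 0.33 (standard error 0.18, adjusted p = 0.23).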

In the combination and single-decitabine groups, *TP63* expression was upregulated in the transcriptome, whereas in the single-SAM group, it was significantly downregulated. To determine the mechanism underlying differential expression, we performed promoter methylation analysis of *TP63*. We observed high methylation levels in the control and SAM-treated samples. The methylation percentage was much lower in the decitabine group and the combination group. Therefore, the decitabine-induced effects on the promoter of this tumor-suppressor gene cannot be nullified by SAM treatment. Additionally, promoter methylation analyses of *IFIT5* and *STC2*, two proven proto-oncogenes [30,31], showed that the application of decitabine did not interfere with the SAM-induced silencing of genes mediated by promoter methylation. Thus, we showed that decitabine- and SAM-driven effects were not antagonistic. However, we did not perform a whole-genome methylation analysis, which is a limitation of our study. Therefore, the observed methylation effects representing individual events cannot be ruled out. Another limitation of our study is the lack of in-depth experimentation to evaluate the hypothesis raised by IPA.

In conclusion, combination treatment with SAM and decitabine increased the effects of the two agents. Moreover, this treatment is likely to induce an anticancer immune response.

## Figures and Tables

**Figure 1:**
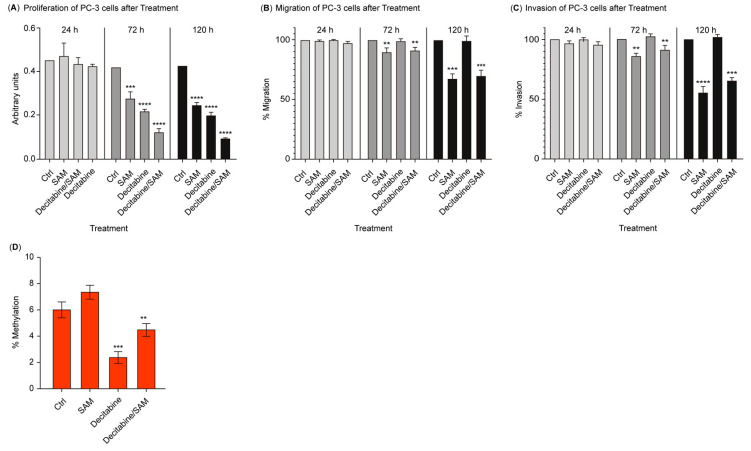
Effects of SAM, decitabine, and the combination of both on cell proliferation (**A**); migration (**B**); and invasion (**C**) in vitro. PC-3 cells were treated with the vehicle only (control), SAM (200 μM), decitabine (1 μM), and a combination of SAM and decitabine (200 µM of SAM and 1 µM of decitabine) every day for 24, 72, and 120 h. The percentage changes in cell proliferation, migration, and invasion relative to the control groups at different time points are shown as bar graphs. The results are presented as mean ± SEM. (**D**) SAM reverses decitabine-induced global demethylation. Decitabine alone significantly reduced the 5-mC methylation level in PC-3 cells. Global demethylation could be inhibited by combining the decitabine treatment with SAM. Statistical analysis was conducted using ANOVA followed by Student’s *t*-test, and significant differences are indicated by asterisks ** *p* < 0.001; *** *p* < 0.0001; and **** *p* < 0.00001). SAM, S-adenosylmethionine.

**Figure 2:**
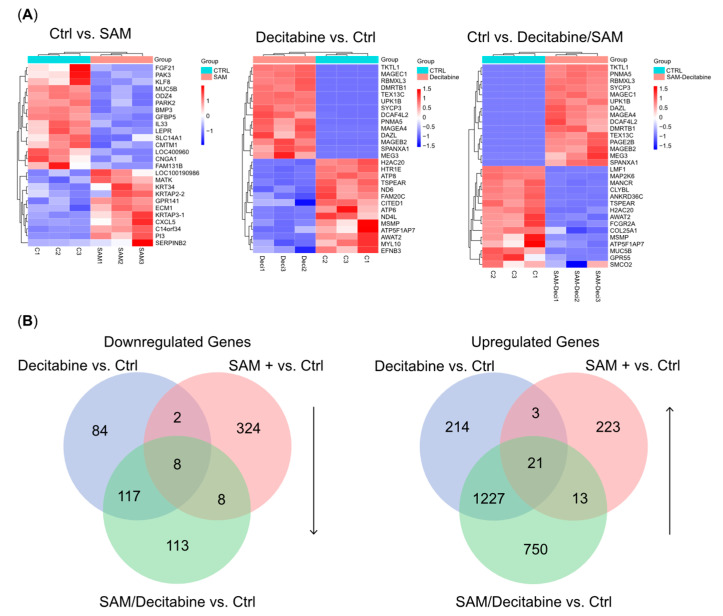
Transcriptome analyses of PC-3 cells treated with SAM, decitabine, or a combination of both. (**A**) Heatmaps of differentially expressed genes (DEGs) obtained from transcriptome studies of each treatment group in relation to the controls (*n* = 3/group); and (**B**) Venn diagrams showing the overlap of upregulated and downregulated DEGs among the different groups. SAM, S-adenosylmethionine.

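The genes named in the heatmaps of Figure 2A for decitabine and for the combination treatment were chosen by the study from these libraries. In edgeR's quasi-likelihood test, all 14 genes shown as upregulated with decitabine and all 15 with the combination treatment were upregulated with both treatments. Of the 15, 10 had no counts in the controls, and with these at their lower bound the median log2 fold change with the combination treatment was 9.85, against a fitted median of 11.99. For the 14, the medians with decitabine were 10.05 and 12.20, with 9 genes at their bound. All 14 genes shown as downregulated with decitabine were called, with a median of -3.03. Of these, 13 were also downregulated with the combination treatment. The exception was CITED1, with a log2 fold change of 0.15 that was not called and ran from -0.03 to 0.23 with 1 library left out. Of the 15 genes shown as downregulated with the combination treatment, 14 were called, with a median of -3.39 over the 15 genes. SMCO2 was not called, with a log2 fold change of -0.90 (adjusted p = 0.15). Without combination replicate 3 it was called, with -1.74, and without combination replicate 2 it was -0.40.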

**Figure 3:**
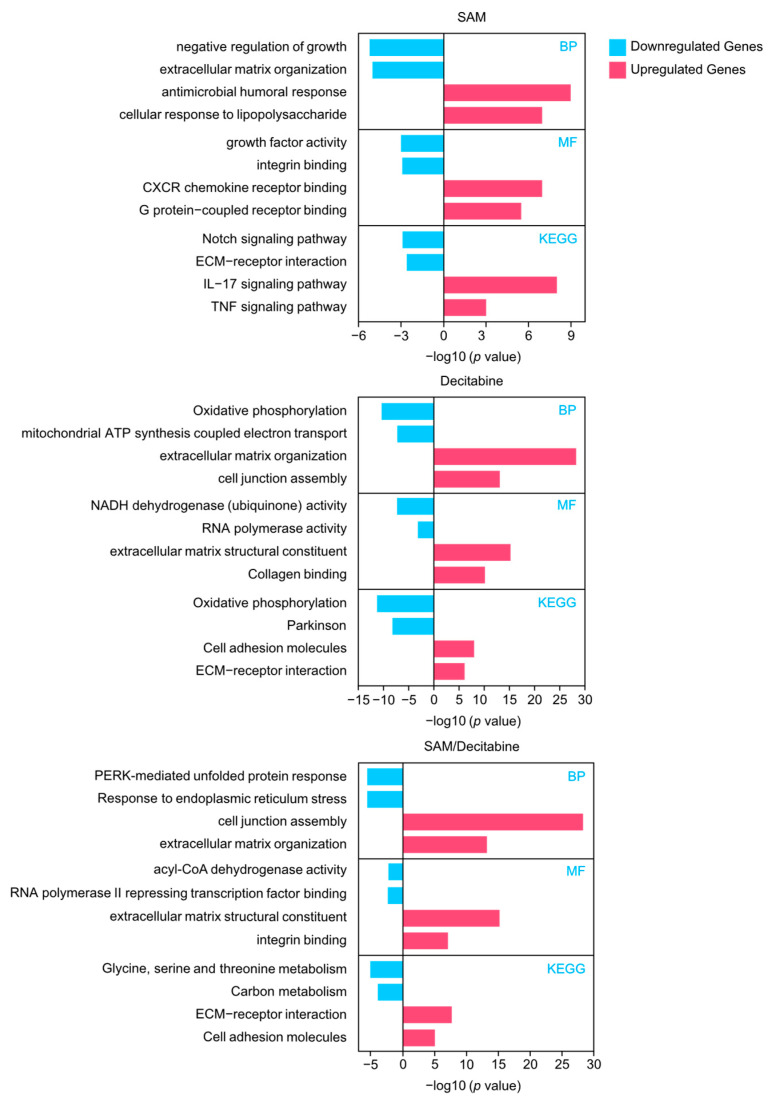
Functional enrichment analysis of the up- and downregulated genes in different treatment regimens, SAM treatment alone, decitabine treatment alone, and a combination treatment with decitabine/SAM. Abbreviations: BP, biological process; MF, molecular function; SAM, S-adenosylmethionine.

**Figure 4:**
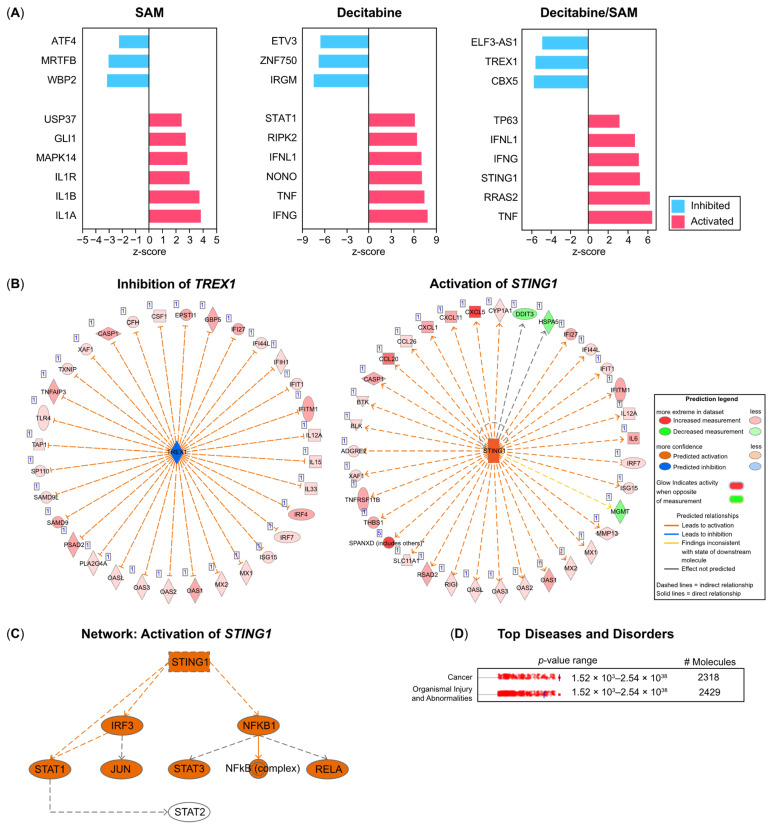
Upstream transcription regulator analysis. (**A**) A list of predicted significantly activated (red bars) and inhibited (blue bars) upstream regulators in each treatment group depicted as bar graphs. A z-score greater than 2.0 indicates significant activation, and a z-score less than 2.0 indicates inhibition; (**B**) TREX1 (inhibited) and STING1 (activated) are among the upstream regulators predicted to be inhibited by SAM and decitabine treatment. The target molecules of the two factors are shown (for further details, see the Prediction legend); (**C**) Mechanistic network analyses of STING1 show the network of targets that are possibly affected by the combination treatment; and (**D**) the top three diseases and disorders enriched by the IPA “Core Analysis” for the genes differentially expressed between the controls and samples treated with the combination of SAM and decitabine. SAM, S-adenosylmethionine.

**Figure 5:**
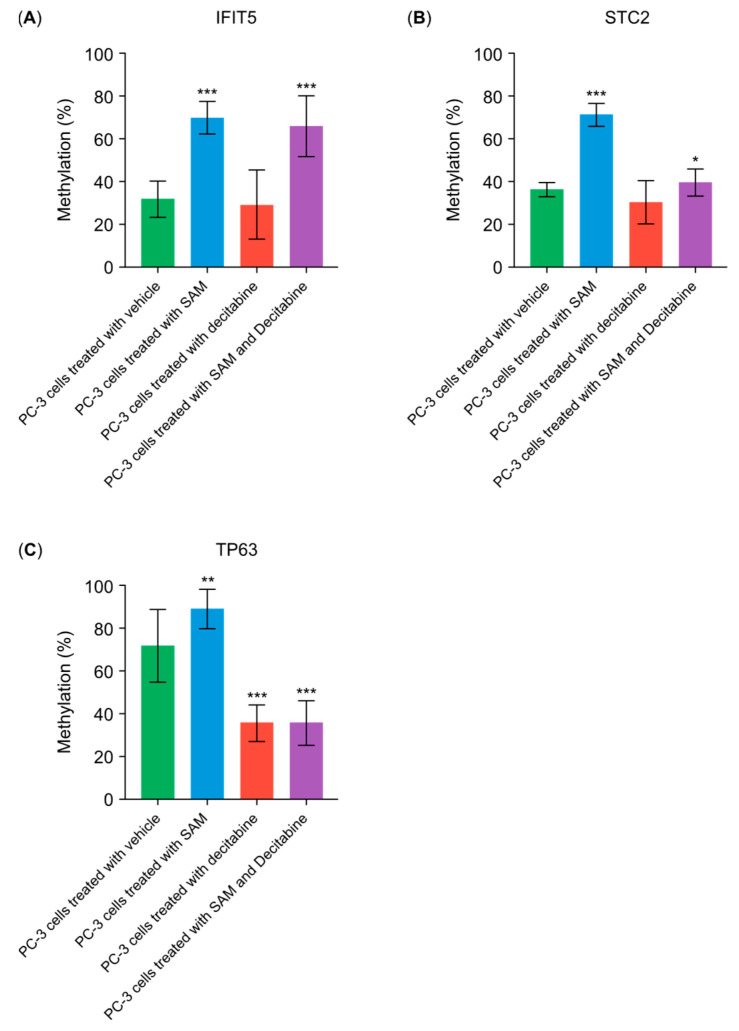
Promoter methylation level for selected genes. SAM reverses the hypomethylation of putative proto-oncogenes (**A**) *IFIT5* and (**B**) *STC2* triggered by decitabine treatment. DNA isolated from PC-3 cells treated with either 200 μM of SAM and/or 1 μM of decitabine for 120 h was subjected to OneStep PLUS qMethyl PCR. The graphs represent the percentage of methylation of the examined DNA sequences; and (**C**) SAM does not inhibit the decitabine-driven hypomethylation of the putative tumor-suppressor gene *TP63*. Graphs represent the percentage of methylation of the examined DNA sequences. Statistical analysis was conducted using ANOVA followed by Student’s *t*-test, and significant differences are indicated by asterisks (* *p* < 0.01; ** *p* < 0.001; *** *p* < 0.0001). SAM, S-adenosylmethionine.

**Table 1:** Primer sequences for qMethyl PCR.

Primer for Methyl-qPCR	Sequence (5′–3′)
*STC fw*	CCGACTCAGGAGAGCTC (Tm = 56 °C)
*STC rev*	CCCAGCCGTGTCACATG (Tm = 56 °C)
*IFIT5 fw*	GAAGCAGGGACTTAAGTTTC (Tm = 58 °C)
*IFIT5 rev*	GCTCTTGAGCTCTTCTATTAA (Tm = 58 °C)
*TP63*	ACAACAGTAGAGAGGATGCC (Tm = 57 °C)
*TP63*	CTCAAACTTACACTGTATTGA (Tm = 56 °C)

## Data Availability

The original contributions presented in the study are included in the article/Supplementary Materials, further inquiries can be directed to the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/genes15121634/s1, Supplementary Figure S1 Predicted promoter sequences for *STC2*, *IFIT5*, and *TP63* used for methylation analysis. Supplementary Table S1 GO-term enrichment and KEGG pathway analysis of downregulated transcripts in PC-3 cells treated with SAM. Supplementary Table S2 GO-term enrichment and KEGG pathway analysis of upregulated transcripts in PC-3 cells treated with SAM. Supplementary Table S3 GO-term enrichment and KEGG pathway analysis of downregulated transcripts in PC-3 cells treated with decitabine. Supplementary Table S4 GO-term enrichment and KEGG pathway analysis of upregulated transcripts in PC-3 cells treated with decitabine. Supplementary Table S5 GO-term enrichment and KEGG pathway analysis of downregulated transcripts in PC-3 cells treated with SAM and decitabine. Supplementary Table S6 GO-term enrichment and KEGG pathway analysis for upregulated transcripts in PC-3 cells treated with SAM and decitabine. Supplementary Table S7 Ingenuity pathway analysis of upstream regulators for PC-3 cells treated with decitabine and SAM.

## References

[1] Ilango S., Paital B., Jayachandran P., Padma P.R., Nirmaladevi R. (2020). Epigenetic alterations in cancer. Front. Biosci..

[2] Kanai Y., Hirohashi S. (2007). Alterations of DNA methylation associated with abnormalities of DNA methyltransferases in human cancers during transition from a precancerous to a malignant state. Carcinogenesis.

[3] Jung I., An J., Ko M. (2023). Epigenetic Regulators of DNA Cytosine Modification: Promising Targets for Cancer Therapy. Biomedicines.

[4] Roulois D., Loo Y.H., Singhania R., Wang Y., Danesh A., Shen S.Y., Han H., Liang G., Jones P.A., Pugh T.J. (2015). DNA-Demethylating Agents Target Colorectal Cancer Cells by Inducing Viral Mimicry by Endogenous Transcripts. Cell.

[5] Gama-Sosa M.A., Slagel V.A., Trewyn R.W., Oxenhandler R., Kuo K.C., Gehrke C.W., Ehrlich M. (1983). The 5-methylcytosine content of DNA from human tumors. Nucleic Acids Res..

[6] Schmidt T., Leha A., Salinas-Riester G. (2016). Treatment of prostate cancer cells with S-adenosylmethionine leads to genome-wide alterations in transcription profiles. Gene.

[7] Mathes A., Duman M.B., Neumann A., Dobreva G., Schmidt T. (2024). S-adenosylmethionine treatment affects histone methylation in prostate cancer cells. Gene.

[8] Shukeir N., Pakneshan P., Chen G., Szyf M., Rabbani S.A. (2006). Alteration of the methylation status of tumor-promoting genes decreases prostate cancer cell invasiveness and tumorigenesis in vitro and in vivo. Cancer Res..

[9] Fetrow C.W., Avila J.R. (2001). Efficacy of the dietary supplement S-adenosyl-L-methionine. Ann. Pharmacother..

[10] Stramentinoli G., Gualano M., Galli-Kienle M. (1979). Intestinal absorption of S-adenosl-L-methionine. J. Pharmacol. Exp. Ther..

[11] Noureddin M., Sander-Struckmeier S., Mato J.M. (2020). Early treatment efficacy of S-adenosylmethionine in patients with intrahepatic cholestasis: A systematic review. World J. Hepatol..

[12] Gao J., Cahill C.M., Huang X., Roffman J.L., Lamon-Fava S., Fava M., Mischoulon D., Rogers J.T. (2018). S-Adenosyl Methionine and Transmethylation Pathways in Neuropsychiatric Diseases Throughout Life. Neurotherapeutics.

[13] Ding W., Higgins D.P., Yadav D.K., Godbole A.A., Pukkila-Worley R., Walker A.K. (2018). Stress-responsive and metabolic gene regulation is altered in low S-adenosylmethionine. PLoS Genet..

[14] Mahmood N., Arakelian A., Cheishvili D., Szyf M., Rabbani S.A. (2020). S-adenosylmethionine in combination with decitabine shows enhanced anti-cancer effects in repressing breast cancer growth and metastasis. J. Cell Mol. Med..

[15] Chik F., Machnes Z., Szyf M. (2014). Synergistic anti-breast cancer effect of a combined treatment with the methyl donor S-adenosylmethionine and the DNA methylation inhibitor 5-aza-2′-deoxycytidine. Carcinogenesis.

[16] Bray N.L., Pimentel H., Melsted P., Pachter L. (2016). Near-optimal probabilistic RNA-seq quantification. Nat. Biotechnol..

[17] Ritchie M.E., Phipson B., Wu D., Hu Y., Law C.W., Shi W., Smyth G.K. (2015). Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[18] Sergushichev A.A., Loboda A.A., Jha A.K., Vincent E.E., Driggers E.M., Jones R.G., Pearce E.J., Artyomov M.N. (2016). GAM: A web-service for integrated transcriptional and metabolic network analysis. Nucleic Acids Res..

[19] Geistlinger L., Csaba G., Zimmer R. (2016). Bioconductor’s EnrichmentBrowser: Seamless navigation through combined results of set- & network-based enrichment analysis. BMC Bioinform..

[20] Ye C., Jiang N., Zheng J., Zhang S., Zhang J., Zhou J. (2023). Epigenetic therapy: Research progress of decitabine in the treatment of solid tumors. Biochim. Biophys. Acta Rev. Cancer.

[21] Lin S.R., Wen Y.C., Yeh H.L., Jiang K.C., Chen W.H., Mokgautsi N., Huang J., Chen W.Y., Liu Y.N. (2020). EGFR-upregulated LIFR promotes SUCLG2-dependent castration resistance and neuroendocrine differentiation of prostate cancer. Oncogene.

[22] Zhu Z.H., Yu Y.P., Zheng Z.L., Song Y., Xiang G.S., Nelson J., Michalopoulos G., Luo J.H. (2010). Integrin alpha 7 interacts with high temperature requirement A2 (HtrA2) to induce prostate cancer cell death. Am. J. Pathol..

[23] Lim J., Rodriguez R., Williams K., Silva J., Gutierrez A.G., Tyler P., Baharom F., Sun T., Lin E., Martin S. (2024). The Exonuclease TREX1 Constitutes an Innate Immune Checkpoint Limiting cGAS/STING-Mediated Antitumor Immunity. Cancer Immunol. Res..

[24] Técher H., Gopaul D., Heuzé J., Bouzalmad N., Leray B., Vernet A., Mettling C., Moreaux J., Pasero P., Lin Y.L. (2024). MRE11 and TREX1 control senescence by coordinating replication stress and interferon signaling. Nat. Commun..

[25] Miller K.N., Victorelli S.G., Salmonowicz H., Dasgupta N., Liu T., Passos J.F., Adams P.D. (2021). Cytoplasmic DNA: Sources, sensing, and role in aging and disease. Cell.

[26] Tani T., Mathsyaraja H., Campisi M., Li Z.H., Haratani K., Fahey C.G., Ota K., Mahadevan N.R., Shi Y., Saito S. (2024). TREX1 Inactivation Unleashes Cancer Cell STING-Interferon Signaling and Promotes Antitumor Immunity. Cancer Discov..

[27] Decout A., Katz J.D., Venkatraman S., Ablasser A. (2021). The cGAS-STING pathway as a therapeutic target in inflammatory diseases. Nat. Rev. Immunol..

[28] Grisanzio C., Signoretti S. (2008). p63 in prostate biology and pathology. J. Cell Biochem..

[29] Tucci P., Agostini M., Grespi F., Markert E.K., Terrinoni A., Vousden K.H., Muller P.A., Dötsch V., Kehrloesser S., Sayan B.S. (2012). Loss of p63 and its microRNA-205 target results in enhanced cell migration and metastasis in prostate cancer. Proc. Natl. Acad. Sci. USA.

[30] Lo U.G., Pong R.C., Yang D., Gandee L., Hernandez E., Dang A., Lin C.J., Santoyo J., Ma S., Sonavane R. (2019). IFNγ-Induced IFIT5 Promotes Epithelial-to-Mesenchymal Transition in Prostate Cancer via miRNA Processing. Cancer Res..

[31] Tamura K., Furihata M., Chung S.Y., Uemura M., Yoshioka H., Iiyama T., Ashida S., Nasu Y., Fujioka T., Shuin T. (2009). Stanniocalcin 2 overexpression in castration-resistant prostate cancer and aggressive prostate cancer. Cancer Sci..

How the deposited data were processed for this re-analysis (not part of the article)

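The samples were 9 RNA-seq libraries of PC-3 cells: 3 controls, 3 treated with decitabine and 3 treated with decitabine and SAM. Conditions and replicate numbers were taken from the sample labels, and doses from the paper. The 5 days of treatment were taken from the extraction protocol in the labels, which names them with genomic DNA and not with the RNA libraries. Libraries of cells treated with SAM alone, the assays of growth, migration and invasion, and the methylation assays were not analysed here. Some results on single genes are not reported here.

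According to the paper, read quality was controlled with FastQC, low-quality reads were removed with TrimGalore, and the rest were counted with kallisto and related to GRCh38. The deposited values used here are estimated counts per Ensembl gene, not normalized and with decimals. As deposited, the log2 CPM values had been made from these counts with library size as the only scaling, since they equal edgeR's log2 CPM at its prior count of 2, and they were not used. The paper's text names voom and limma with an FDR of 0.05 for differential expression and gives no threshold on the fold change. The smallest absolute log2 value in its Table S7 is 1.509. The annotation release behind the gene identifiers is not named in the paper's text. Of the 60617 identifiers, 60357 were matched to GENCODE release 44, and 22833 genes had counts in no library.

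Counts were rounded, and the 18532 genes that passed edgeR's filterByExpr were tested with edgeR 4.0.16 in R 4.3.3. The fit used TMM scaling, robust dispersion estimates and the quasi-likelihood test, with 1 mean per group over all 9 libraries. The 3 comparisons were decitabine against control, the combination treatment against control and the combination treatment against decitabine. P-values were adjusted over all genes tested by the Benjamini-Hochberg method, and the threshold was 0.05. The common dispersion was 0.00977. Totals lay between 21934307 and 22489684 counts per library, so a gene without counts in a group was set to 3 counts for a lower bound. Ratios with 1 to 3 counts in the controls were given with a 95% interval. These cover counting error only. Exact permutation tests of 3 against 3 libraries, all two-sided, cannot go below p = 0.1.

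Genes named in the text were those the paper names, the genes of Figure 2A and of the terms and targets of Tables S5, S6 and S7 as tallies, and the 5 largest changes in each direction of each comparison. The last were taken among DEGs with a mean of at least 50 counts in a group and no overlap between the groups. Gene lists fixed before the data were examined covered interferon-stimulated genes, germline genes, the amino acid response, the unfolded protein response, mitochondrially encoded genes, the DNA methylation machinery and replication-dependent histones. All but the histones were tested with camera of limma 3.58.1 at a preset correlation of 0.01, together with the TREX1 and STING1 targets between the treatments, in 20 tests. The tables S4 and S6 were at hand in part, and long entries of Table S6 end early.

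The choices made before the data were examined included the alternatives: DESeq2's size factors, library size alone, DESeq2 1.42.0, voom and limma, no filter, a mean of at least 10 counts, only the 6 libraries compared, the replicate number as a block, thresholds of 1 and 1.5 on the log2 fold change, fry, camera with an estimated correlation, another denominator for shares of counts, and leaving out each library in turn. After the data were seen, the same alternatives were added for 13 of the 20 tests of gene lists, and no other was added.

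Pairs of libraries within a group were compared for copies with a chi-square test over genes with at least 20 counts. The statistic per degree of freedom was 5.86 to 23.5, so none was a copy of another. The tests were tested on simulated data with 200 changed genes per treated group in 10 draws, of which between 15760 and 15827 genes were tested. The quasi-likelihood test recovered 88.7% of the changed genes with decitabine, 86.5% with the combination treatment and 88.7% between the treatments. Of its calls, 7.44%, 6.99% and 5.95% were false, above the nominal 5%. In single draws the false share reached 11.2%, 8.62% and 7.19%. The simulation was first run with 1 draw, in which the false share passed a limit of 10% set for it. After this was seen it was changed to 10 draws, with the limit kept and applied to the pooled share. Camera called 10 of 10 lowered lists and 0 of 10 unchanged lists. Genes were drawn independently in these simulations, so they cannot show how often camera errs with correlated genes. Other tools were Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.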

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

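The tests of explanations in this part were chosen as such after the results were seen, apart from those on mixing and on a decitabine library in combination replicate 3, and that on depth. Some of them use values set before the data were examined, which are the fits that left out 1 library, the gene lists and the shares of counts on mitochondrially encoded and histone genes. The tests on reads shared between paralogs and on genomic DNA replaced earlier ones that could not decide. The test on mixing was extended to each decitabine library as source after its first result was seen, and the test on GC content and length took the place of an earlier test that found almost no trend to remove.

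Interferon-stimulated genes differed between the treatments. Their median log2 fold change between the combination treatment and decitabine was -1.94, and all 45 tested were lower. The values argue against several technical explanations. Relative to all other genes tested the median was also -1.94, so scaling between the groups does not account for it. Genes matched to the list on GC content and length had a median of -0.01. Reads shared between paralogs need common sequence. The 26 members that share at most 5% of their 31-mers, the default length of kallisto, with other genes had a median of -1.86 (quartiles -2.12 and -1.55). With any 1 library left out, the median stayed at or below -1.66, and without combination replicate 3 it was -2.62. An equal loss of decitabine's effect on all genes it raises is also argued against, since the lower quartile of the germline list between the treatments was -0.40. These values are consistent with a lower interferon response when SAM is given with decitabine, as a hypothesis found and tested on the same data. No interferon was measured, and the call of the list was lost with an estimated correlation between genes (adjusted p = 0.18).

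Combination replicate 3 lay between the other combination libraries and the decitabine libraries. For 642 genes chosen without this library, the median fraction of the way to decitabine was 0.41 on the linear scale, with an upper quartile of 0.62, which argues against a decitabine library under this name. Mixing with RNA of decitabine-treated cells would move all genes by the same fraction. The fraction was 0.32 for 44 interferon-stimulated genes and 0.68 for the 13 mitochondrially encoded genes. The smallest difference between these classes was 0.30 over the 3 decitabine libraries as source, which argues against mixing as the only source. Its deviations from its group correlated with those of decitabine replicate 3 at 0.229 across genes. A batch shared by libraries of the same number cannot be told apart from variation between cultures, since neither the labels nor the paper's text give batches.

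Mitochondrially encoded messenger transcripts also differed between the treatments, with a median log2 fold change of 1.36 and all 13 higher with the combination treatment, 12 of them called (camera, adjusted p = 9.4e-16, and 0.18 with an estimated correlation between genes). Against the controls, the median was -2.61 with decitabine (adjusted p = 1e-06, and 0.37 with an estimated correlation), with 13 of 13 called, and -1.02 with the combination treatment (adjusted p = 0.014, and 0.53 with an estimated correlation), with 11 called. Of the fits that each left out 1 library, 3 of 9 called MT-ND6 and 4 of 9 called MT-ND3 for the combination treatment against the controls. Adjusted over the list alone, 13, 13 and 11 genes were called between the treatments, with decitabine and with the combination treatment. The tables of the study hold 0 of these genes under these names. Its Table S3 does list mitochondrially encoded genes, under other names, among those lower with decitabine. Their fall with decitabine is therefore also in the study's own results. Their share of all counts was 3.77% ± 0.425 (SD, n = 3) in the controls, 1.03% ± 0.206 with decitabine and 2.18% ± 0.626 with the combination treatment. Each pair of groups gave p = 0.1 in an exact permutation test, the smallest that 3 libraries against 3 allow. The share, which needs no scaling factor, was at least 2.73 times higher in any control than in any decitabine library, so scaling does not account for it. With the nuclear pseudogenes added, the share with decitabine was 0.271 times that of the controls, which argues against reads shared with them. Less mitochondrial RNA of every kind is argued against by the ribosomal RNA of mitochondria, whose lowest share with decitabine was 1.28 times the highest in the controls. A difference in RNA selection between library preparations cannot be told apart from the treatments. Replication-dependent histone transcripts, which lack a poly(A) tail, had a share 5.95 times higher with decitabine, but the study also lists histone genes among its results, and neither the labels nor the paper's text say which libraries were prepared together.

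More genes had counts in the treated libraries than in the controls, long non-coding RNA genes among them, which the paper does not discuss. At 1 depth for all libraries, a mean of 8243.7 ± 196.1 (SD, n = 3) long non-coding RNA genes had counts with decitabine, 8065.0 ± 162.9 with the combination treatment and 6246.7 ± 94.5 in the controls. Over all genes at that depth, the lowest decitabine library had 4068 more genes with counts than the highest control, which argues against depth. Genomic DNA would give counts to olfactory receptor genes, silent in most cells, as often as to other genes of their length. Of 305 olfactory receptor genes without counts in the controls, at most 7.54% had counts in a treated library. Of 5730 long non-coding RNA genes without counts in the controls that were no longer than the median olfactory receptor gene, at least 14.0% had counts in every treated library. This argues against genomic DNA as the only source, and a smaller part from it stays open. Counts in all 6 treated libraries were found for 0% of these olfactory receptor genes, 4.86% of 8397 long non-coding RNA genes and 19.0% of 3174 other protein-coding genes without counts in the controls.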

How the results depend on the processing

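Under the alternatives set before the data were examined, no share of counts and none of the 7 results on gene lists for which they were set changed its direction. Some changes of single genes that were not called with all 9 libraries did. With 1 library left out, the change with the combination treatment against the controls ran from -0.03 to 0.23 for CITED1, from -0.54 to 2.59 for ZBP1 and from -1.58 to 0.57 for TRIM22, and that of MANCR between the treatments from -0.18 to 0.54. Between the treatments 1421 genes were upregulated and 1487 downregulated, and upregulated genes were the majority without a filter (1829 and 1708) and without combination replicate 3 (2066 and 1997).

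The threshold on the fold change moved the counts of DEGs most. Above 1 on the log2 scale, 4208 genes were upregulated and 1139 downregulated with decitabine, 3962 and 1216 with the combination treatment, and 74 and 323 between the treatments. Above 1.5, the numbers were 3292 and 315, 3058 and 372, and 17 and 135. The genes called with the combination treatment and not in the same direction with decitabine numbered 313 upregulated and 429 downregulated above 1, and 212 and 175 above 1.5. Of these, 49 and 14 were also called between the treatments with a difference past the same threshold. How many were called between the treatments without that threshold was not counted. With these thresholds fewer genes can pass by construction. With scaling by library size alone, 3746 genes were downregulated with decitabine and 3857 with the combination treatment, and without a filter 1325 upregulated genes were called with the combination treatment and not in the same direction with decitabine. The causes of the last 3 changes were not tested. The other counts of DEGs stayed within 1.5 times their main value under DESeq2's size factors, DESeq2, voom and limma, a mean of at least 10 counts and only the 6 libraries compared.

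Across the 9 fits that each left out 1 library, from 381 to 2066 genes were upregulated and from 480 to 1997 downregulated between the treatments. The lowest numbers came without combination replicate 2 and the highest without combination replicate 3. From 237 to 917 of the genes called with the combination treatment and not in the same direction with decitabine were also called between the treatments. The cause was not tested. Against the controls, 6293 to 6809 genes were upregulated and 5409 to 5942 downregulated with the combination treatment. From 689 to 1217 upregulated and from 686 to 1140 downregulated genes were called with it and not in the same direction with decitabine.

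The replicate numbers were not taken to pair the libraries. Deviations from the group means correlated at 0.233, 0.036 and 0.229 between decitabine and combination libraries of the same number, and between -0.017 and 0.069 for the controls. With the number as a block, 1766 genes were upregulated and 1890 downregulated between the treatments.

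These 7 results on gene lists kept their direction. With an estimated correlation between genes, these lists were no longer called: the interferon-stimulated genes (-1.94, adjusted p = 0.18), the germline genes (-0.22, 0.51), the amino acid response (-0.13, 0.61), the TREX1 targets (-1.84, 0.37) and the STING1 targets (-1.08, 0.37) between the treatments, and the amino acid response (-1.0, 0.37) and the unfolded protein response (-0.74, 0.53) with the combination treatment against the controls. Under fry, the amino acid response between the treatments was not called (-0.13, 0.26). The median of the germline list between the treatments ran from -0.31 to -0.18 over the fits that left out 1 library and was not called without decitabine replicate 1 (0.061), decitabine replicate 2 (0.074) or combination replicate 3 (0.25). That of the amino acid response ran from -0.17 to -0.13 between the treatments, where it was not called without decitabine replicate 3 (0.078) or combination replicate 1 (0.059), and from -1.11 to -0.88 with the combination treatment. The ranges were -2.62 to -1.66 for the interferon-stimulated genes and -0.93 to -0.55 for the unfolded protein response.

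The other 13 tests of gene lists were taken through the same alternatives, as a choice made after the data were seen. The direction changed for the DNA methylation machinery between the treatments alone, which was not called, with a median of 0.01 and a range from -0.05 to 0.10 over the fits that left out 1 library. Calls were lost only with an estimated correlation between genes. This held for the mitochondrially encoded genes between the treatments (1.36, adjusted p = 0.18), with decitabine (-2.61, 0.37) and with the combination treatment (-1.02, 0.53), the DNA methylation machinery with decitabine (-0.69, 0.37) and with the combination treatment (-0.60, 0.37), the interferon-stimulated genes with decitabine (3.65, 0.39) and with the combination treatment (1.86, 0.63), and the amino acid response (-0.88, 0.39) and the unfolded protein response (-0.76, 0.53) with decitabine. Over the fits that left out 1 library, the median of the mitochondrially encoded genes ran from 1.13 to 1.61 between the treatments, from -2.76 to -2.52 with decitabine and from -1.24 to -0.79 with the combination treatment, and that of the interferon-stimulated genes with the combination treatment from 1.19 to 2.04.

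Over the fits that left out 1 library, the share of counts on mitochondrially encoded genes changed by -2.98 to -2.56 percentage points with decitabine and differed by 0.935 to 1.51 between the treatments. For replication-dependent histone genes the ranges were 0.0426 to 0.0494 and -0.0136 to -0.00614.

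The single genes followed through all alternatives were those the paper's text names, SMCO2, CITED1 and, each in its own comparison, the genes with the largest changes. Under the alternatives that keep all replicates, apart from the thresholds on the fold change, 627 results were the same, 13 moved past the threshold and 8 fell short of it. With 1 library left out, 689 were the same, 7 moved past the threshold and 33 fell short of it.

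In fits of the 6 libraries of each comparison, 1 of the 10 splits of the libraries gave as many DEGs as the real one, which was the real split itself. It gave 12234 DEGs for decitabine, 11848 for the combination treatment and 2174 between the treatments. The other splits gave 0 DEGs, with 13 to 106, 8 to 104 and 68 to 1966 genes at an unadjusted p-value under 0.05. With 10 splits the share cannot be under 0.1. For genes with few counts in the controls, such as TP63 with 2, the depth limits the size of the change and not its direction.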

Differences from the paper's values

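The paper's number of genes altered with decitabine is 1679, and the value here was 12759. The paper's number of upregulated genes is 1468, against 6729 here. None of the alternatives set before the data were examined closed either gap, and the lowest number of upregulated genes, above 1.5 on the log2 scale, was 3292. Over the 115 genes of the paper's Table S7, the smallest absolute log2 value is 1.509. A threshold near 1.5 in the study therefore stays open, although the paper's text gives none. The paper's number of downregulated genes is 211, against 6030 here. With a threshold of 1.5 on the log2 fold change it was 315, which is within 1.5 times the paper's value, and none of the other alternatives came as close.

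The paper's number of genes affected only by the combination treatment is 863, against 1749 genes here that were called with the combination treatment and not in the same direction with decitabine, without the group treated with SAM alone. With a threshold of 1 on the log2 fold change it was 742, within 1.5 times the paper's value, and no other alternative was. The parts do not match at this threshold. The paper's number of upregulated genes among them is 750, against 883 here and 313 at the threshold of 1. The paper's number of downregulated genes among these is 113, against 866 here. None of the alternatives closed this gap, and the lowest number was 175, above 1.5.

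The paper places ANXA2R, RBM3, SUCLG2, ST3GAL5, ITGA7 and RPRM among the genes that changed with the combination treatment and not with decitabine. Here all 6 were also called with decitabine in the same direction, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold changes with decitabine were -0.90, -1.03, -1.34, 2.09, 3.35 and 1.28. With a threshold of 1.5 on the log2 fold change, ANXA2R, RBM3, SUCLG2 and RPRM were called with the combination treatment alone, and with a threshold of 1, ANXA2R was. ST3GAL5 and ITGA7 were called with both treatments under each threshold.

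Figure 2A shows SMCO2 as downregulated with the combination treatment. Here its log2 fold change was -0.90 and was not called (adjusted p = 0.15 from edgeR's quasi-likelihood test). Without combination replicate 3 it was called, with -1.74, and under no other alternative. Without combination replicate 2 it was -0.40.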

Other observations

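The values of this part come from lists and genes chosen before the data were examined, except where said otherwise, and no explanation was tested for them.

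Of the 36 germline genes on the list, 33 were tested, and the study's tables hold 22. With decitabine 30 were upregulated, over all genes tested and adjusted over the list alone. With the combination treatment 30 were upregulated and PIWIL1 was downregulated, and 31 were called when adjusted over the list alone. With the 15 genes without counts in the controls at their lower bound, the median log2 fold change was 6.53 with decitabine and 6.33 with the combination treatment, against fitted medians of 8.39 and 7.81 (camera, adjusted p = 5.8e-39 and 8.7e-38). Between the treatments, the median was -0.22 (adjusted p = 0.023). MAGEC1 and PAGE5 were called over all genes, and 0 when adjusted over the list alone, where 11 had an unadjusted p-value under 0.05. The call of the list was lost without decitabine replicate 1, decitabine replicate 2 or combination replicate 3, where its adjusted p was 0.061, 0.074 and 0.25. MAGEC1, PAGE5 and PIWIL1 were picked out after their values were seen.

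The 9 genes of the DNA methylation machinery, of which the study's tables hold 2, had a median log2 fold change of -0.69 with decitabine (camera, adjusted p = 0.007) and -0.60 with the combination treatment (adjusted p = 0.0092). With decitabine 7 were downregulated and DNMT3B was upregulated, and 8 were called when adjusted over the list alone. The combination treatment gave 8 downregulated genes and DNMT3B as upregulated, and 9 were called when adjusted over the list alone. TET1 fell most, by 2.19 and 2.24 on the log2 scale. Between the treatments the median was 0.01 (adjusted p = 0.64), and UHRF1 alone was called, over all genes and adjusted over the list alone, with a change of 0.55. DNMT3B, TET1 and UHRF1 were picked out after their values were seen.

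Replication-dependent histone genes, of which 38 of 67 were tested and the study's tables hold 30, took 0.00943% ± 0.00124 (SD, n = 3) of the counts in the controls, 0.0561% ± 0.00709 with decitabine and 0.0459% ± 0.00599 with the combination treatment. Each treatment gave p = 0.1 against the controls in an exact permutation test, the smallest that 3 libraries against 3 allow, and p = 0.2 between the treatments. With decitabine 34 were upregulated and 2, H2AC20 and H2BC9, were downregulated, and 36 were called when adjusted over the list alone. H2AC20 and H2BC9 were picked out after their values were seen.

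The paper measured promoter methylation of IFIT5 and STC2, and their expression is given here. IFIT5 rose by 0.84 on the log2 scale with decitabine (standard error 0.11, adjusted p = 1.1e-05 from edgeR's quasi-likelihood test). With the combination treatment its change was -0.16 (adjusted p = 0.23), called without combination replicate 3 (-0.27, adjusted p = 0.047), and the treatments differed by -1.0 (adjusted p = 0.00031). STC2 changed by 0.17 with decitabine (adjusted p = 0.29) and -0.50 with the combination treatment (adjusted p = 0.0064). With scaling by library size alone, the first was called (0.41, adjusted p = 0.029) and the second was not (-0.28, adjusted p = 0.12). The treatments differed by -0.67 (adjusted p = 0.0091), a call that was lost without combination replicate 2 (-0.63, adjusted p = 0.052).

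Among DEGs with a mean of at least 50 counts in a group and no overlap between the groups, the 5 largest increases with the combination treatment against the controls were in DAZL, TEX13C, RBMXL3, PNMA5 and DMRTB1, and the 5 largest decreases in LINC01721, MSMP, MANCR, MUC5B and TSPEAR. Between the treatments, under the same limits, the 5 genes with the largest increases were MT-ND6, CLDN5, MT-ND4, MT-ND4L and MT-ND3. MT-ND6 rose by 1.81 (adjusted p = 0.011) and CLDN5 by 1.74 (adjusted p = 0.0044). The 5 largest decreases were in ZBP1, OR52K3P, TNFSF10, TRIM22 and RTP4, between -3.11 and -2.83. The calls of these genes were lost under some alternatives: OR52K3P and ZBP1 with DESeq2, TNFSF10 without a filter and with only the 6 libraries compared, and RTP4 with only the 6 libraries compared. With 1 library left out, 8 of these 10 genes lost their call. Without decitabine replicate 2 these were MT-ND6 (1.68, adjusted p = 0.056), MT-ND4 (1.65), MT-ND4L (1.58), ZBP1 (-3.09), OR52K3P (-3.21), TNFSF10 (-2.99) and RTP4 (-2.94). Without combination replicate 2 they were ZBP1 (-2.69), OR52K3P (-2.78), TNFSF10 (-2.46), TRIM22 (-2.51) and RTP4 (-2.53). MT-ND4 (1.5), MT-ND4L (1.63) and TNFSF10 (-2.47) lost it without combination replicate 1, OR52K3P (-3.07) and TNFSF10 (-2.75) without decitabine replicate 1, and TNFSF10 (-2.87) without decitabine replicate 3. CLDN5 and MT-ND3 were called in all 9 fits. Without combination replicate 3, the decreases were larger, at -5.68 for ZBP1, -4.76 for OR52K3P, -4.44 for TNFSF10, -4.53 for TRIM22 and -4.32 for RTP4.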
